A study of Mus musculus with 10 samples.

How the data were processed

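Single-cell RNA sequencing was carried out on the medial prefrontal cortex of male C57BL/6N mice, a common inbred strain, that were over 2 months old per the labels. The mice held a place in a social hierarchy measured with the tube test, in which a pair of mice meets in a narrow tube and the one that withdraws loses. Per the labels' protocols the tissue was punched out 1 day after the last tube test, digested with papain at 37 °C, triturated, cleared of debris on a gradient and loaded on the 10x Genomics droplet system. There were 5 libraries from rank 1 (dominant) mice and 5 from rank 4 (subordinate) mice. Each library pooled the tissue of 2 or 3 mice, so the library and not the mouse or the cell was the replicate. Libraries were named by rank and by the replicate number in the labels.

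The deposited files held, for each library, a list of cell barcodes, a list of genes and a sparse matrix of raw counts of unique molecular identifiers (UMIs, 1 count per captured RNA molecule) per gene and barcode. Per the file headers the matrices of replicates 1 to 3 of both ranks were written by software version 3.1.0, and those of replicates 4 and 5 by version 4.0.0. Both versions came with their own gene list, of 31053 genes in the first and 32285 in the second, and 30406 gene identifiers were in both. Only these shared genes were used, and they held between 99.4% and 99.9% of a library's UMIs. The genome build, the annotation release and the settings of the authors' cell calling were not read from any header or label. The lowest UMI total of a deposited barcode lay between 500 and 1037 depending on the library, so the matrices held called cells and not all droplets. Positions of genes are given on the GRCm38 build from the GENCODE M21 annotation, in which 100% of the shared identifiers were found. They locate the genes and are not a statement on the build the authors used.

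Cells were kept with at least 500 detected genes and at most 15% mitochondrial UMIs. Doublets were called on all deposited barcodes of each library with Scrublet as built into scanpy 1.11.5, at an expected rate of 0.06. In 2 libraries of over 5000 barcodes (replicate 1 of both ranks) the caller marked under 0.5% of barcodes and was judged not to have worked, so the median threshold of the other libraries, a score of 0.271, was applied there. In all, 2996 barcodes were called doublets, and 46515 of 64937 barcodes were kept. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen with the library as batch, and each gene was scaled within each library with values limited to 10. Leiden clustering at resolution 1 used 30 principal components and 15 neighbours, with igraph 0.11.9 and random seed 1.

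Clusters were named from marker lists of 20 cell classes. The score of a class was the mean log2 ratio of its markers' CPM (counts scaled to the same fixed total) in the cluster over the median cluster, with 10 CPM added. A cluster took the name of the best class if that score was at least 1, led the next class by at least 0.5, and at least 3 markers were detected in at least 10% of its cells. It stayed unnamed where its 10 leading genes held more markers of another class than of its own, where at least 3 of them were haemoglobin genes, or where its cells had low UMI totals and no marker of the class among the leading genes. Of 25 clusters, 5 stayed unnamed, and 11 classes were named. The 16730 cells named excitatory neurons were clustered again and named the same way from markers of 6 subclasses, called by cortical layer and projection (IT, intratelencephalic; PT, pyramidal tract; NP, near-projecting; CT, corticothalamic). Pou3f1 is a marker of 1 of these subclasses and also an outcome, so it was left out of this clustering and naming. The clusters of these neurons at resolutions 0.5 and 1 changed with the rounding of the processor in the neighbour search. That setting was fixed for all values given here, without regard to the results. An earlier run with the setting left open divided the neurons differently. It moved the subclass shares and the blocked calls in subclasses and changed 1 of the 5 gene and class pairs named below by smallest p, while no gene passed in a subclass with the version covariate in either run. Of 15 excitatory clusters, 6 stayed unnamed and 5 subclasses were named. All names rest on marker genes and stand for cells resembling that class; a cell class may have been divided differently by the authors.

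Shares of cells were compared with two-sided exact permutation tests of the difference between the rank means over all ways of dividing the 10 libraries, whose smallest possible p was 0.00794. Benjamini-Hochberg adjustment was applied over the classes or over the subclasses. For expression, counts were summed per library and class, as cells of 1 library are not independent. Libraries with at least 20 cells of a class entered the fit, and a class was tested with at least 3 such libraries per rank. The test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM factors, a low-count filter with minimum count 10 and the gene-list version as covariate, and Benjamini-Hochberg adjustment within each class at 0.05. Log2 fold changes are rank 1 over rank 4, and a standard error (SE) is the fold change divided by the root of the F statistic. Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 on log2 CPM with prior count 1, with adjustment over all 31 pairs of a list and a class, and with fry.

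There were 6 fixed lists. They were 10 transcription factors of projection neurons (excitatory neurons only), 12 immediate early genes, 8 heat shock and dissociation genes, 10 glucocorticoid-responsive genes, 8 myelin genes (oligodendrocytes only) and 12 receptor genes (neurons only). The comparisons, tests, covariate, markers, gene lists, naming rule for genes and most of the alternatives were fixed before the data were examined. The score limits for naming clusters, the scaling within libraries and the substitute doublet threshold were set after the data had been seen. The genes named were, for each class with calls, up to 3 in each direction with the largest change and the same sign under both gene lists. As no gene passed in any class, the rule named the 5 pairs of a gene and a class with the smallest unadjusted p, together with Pou3f1 and any list member that passed when adjusted over the list alone.

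The replicate numbers in the labels were shared by both ranks, and whether they pair the libraries was checked in the data. For each class, the deviations of log2 CPM from the rank means were correlated over genes between libraries of different rank. Libraries with the same number correlated at 0.753 to 0.885 in astrocytes and 0.761 to 0.930 in excitatory neurons, and the lowest value in any class or subclass was 0.372. The median over libraries with different numbers was below 0 in every class and subclass, for example -0.25 in astrocytes. Taking deviations from the rank means pushes these values below 0 where same-numbered ones lie above 0, so their sign is no separate evidence of pairing. Some libraries with different numbers correlated as highly, up to 0.886 in astrocytes and 0.931 in excitatory neurons, namely those of replicates 2 and 3 with each other and of 4 and 5 with each other. Same-numbered libraries therefore shared variation, and whether its source was technical or biological was not tested. These correlations show 3 batches (replicate 1, replicates 2 and 3, replicates 4 and 5) at least as clearly as 5 pairs. The labels do not say what a number stands for. A fit with the replicate number as a block is given where it changed a call or a count. Exact tests within the pairs have a smallest possible p of 0.0625.

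The gene tests were tested on simulated data drawn from the fitted means, library sizes and dispersions of 2 classes, with 200 genes changed by 1 on the log2 scale. Each design was tested on counts drawn from its own fit, so the designs were not compared on the same data. In excitatory neurons (12393 genes) 74.5% of the changed genes were called with the version covariate and 90.5% with the replicate block. In astrocytes (10664 genes) the values were 32.0% and 90.0%. Unchanged genes were 8 of 157 calls with the version covariate and 19 of 200 with the block in excitatory neurons, and 5 of 69 and 10 of 190 in astrocytes. With no gene changed, 0 genes were called in each of these 4 simulations. Alternatives tried were other cell filters, doublets kept, other resolutions, clustering without scaling by library, other denominators of shares, DESeq2 1.42.0, RLE factors, other count filters, no covariate, 3 library batches as covariate, the replicate block, each gene-list version alone, at least 50 cells per library, and leaving out each library in turn. Libraries of 1 rank were checked for duplicates by a chi-square of their counts over genes. The lowest value was 3.95 per degree of freedom, so every library was counted once. Sums of UMIs limit precision to counting error within a library, and intervals quoted for single libraries are exact (Clopper-Pearson) 95% intervals that cover counting error only. Clusters without a name, and classes in too few libraries, were left out of the gene tests.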

Results

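Transcriptomes of single cells from the medial prefrontal cortex were compared between mice at the top (rank 1) and at the bottom (rank 4) of a social hierarchy, with 5 pooled libraries per rank. The study concerned prefrontal projection neurons in social competition. The comparisons asked whether rank went with the cell composition of this cortex, with gene expression in its cell classes, and with expression of the transcription factor gene Pou3f1 in excitatory neurons.

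The rank 1 libraries held 17841088, 5475903, 4442750, 12600414 and 21216984 UMIs in replicates 1 to 5, over 6126, 2551, 1838, 3454 and 9483 deposited barcodes. The rank 4 libraries held 29278466, 4530556, 8379003, 16218622 and 25577004 UMIs over 10103, 2321, 4630, 8605 and 15826 barcodes. The most abundant transcript in every library was the nuclear RNA Malat1, with 4.80% to 7.96% of the UMIs. After filtering, rank 1 libraries kept 3520 ± 2539 cells and rank 4 libraries 5783 ± 4192 cells (mean ± SD, n = 5 per rank; two-sided exact permutation test, p = 0.357). This difference of -2262 cells rested largely on 1 library and was -531.6 cells without rank 4 replicate 5. The median UMI number per kept cell was 2033 ± 382 in rank 1 and 1747 ± 526 in rank 4 (n = 5 per rank; exact permutation p = 0.349), and the median number of genes was 1197 ± 173 and 1057 ± 218 (exact permutation p = 0.325). These differences were smaller than the spread between libraries of 1 rank.

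The kept cells fell into 11 named classes. Excitatory neurons were the most numerous with 16730 cells, followed by astrocytes with 8838, endothelial cells with 4324, microglia with 3661, oligodendrocyte precursors with 3293, oligodendrocytes with 2317, inhibitory neurons with 2141 and pericytes with 1696. The others were smooth muscle cells, committed oligodendrocyte precursors (309) and perivascular macrophages (116). Immediate early genes (Egr4, Arc, Npas4) led 1 excitatory cluster of 811 cells. Cells of unnamed clusters made up 6.50% ± 7.36 of kept cells in rank 1 and 4.44% ± 5.49 in rank 4 (n = 5 per rank; exact permutation p = 0.524).

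No class was shown to differ in its share of cells between the ranks, with 0 of 11 passing after adjustment and 0 with an unadjusted exact p under 0.05. As the smallest possible exact permutation p was 0.00794, a single class could not pass adjustment over 11 classes, whatever its difference. Excitatory neurons made up 32.4% ± 6.87 of kept cells in rank 1 and 33.2% ± 14.0 in rank 4 (n = 5 per rank; exact permutation p = 0.937). Their difference was 5.27 percentage points within replicates 1 to 3 and -9.90 within replicates 4 and 5, which shared a gene list each. The positive value rested on replicate 3 (34.7% against 17.1%), and the share was lower in rank 1 in 4 of 5 pairs. Astrocytes made up 19.6% ± 0.913 and 21.5% ± 6.12 (exact permutation p = 0.619), and inhibitory neurons 4.72% ± 0.906 and 3.96% ± 1.60 (exact permutation p = 0.373, the smallest of the 11). The astrocyte difference was -5.22 percentage points within replicates 1 to 3 and 3.22 within replicates 4 and 5. Of the other cell filters, the stricter one moved it most and took it from -1.84 to 4.09 percentage points, still within the spread between libraries (exact permutation p = 0.460).

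Among excitatory neurons, 4290 cells were named L2/3 IT, 4029 L6 CT, 2671 L5 IT, 1111 L5 PT and 852 L5/6 NP. Of the L2/3 IT cells, 2568 came from 1 cluster with a median of 1024 UMIs, of which 46.7% were from rank 4 replicate 5. At resolutions 0.5 and 2, low-count clusters of 3772 and 1342 cells stayed unnamed although L2/3 IT was their best subclass. L5 PT cells made up 8.52% ± 2.70 of excitatory neurons in rank 1 and 5.91% ± 2.01 in rank 4 (n = 5 per rank). This difference of 2.61 percentage points did not pass (two-sided exact permutation p = 0.119, adjusted p 0.595). L5 PT shares were higher in rank 1 in 5 of 5 pairs of libraries, though in replicate 1 only by 4.72% against 4.46%, and that pair turned round when the rounding in the neighbour search was left open. The mean difference was 2.90 percentage points within replicates 1 to 3 and 2.18 within replicates 4 and 5. The stricter cell filter moved this result most, to 3.57 percentage points (exact permutation p = 0.0238, adjusted 0.119). Over all alternatives the adjusted p lay between 0.119 and 0.873. L2/3 IT cells made up 24.4% ± 8.59 in rank 1 and 29.1% ± 5.90 in rank 4 (exact permutation p = 0.365), L5/6 NP cells 5.32% ± 1.63 and 4.12% ± 2.39 (exact permutation p = 0.381), L6 CT cells 17.7% ± 12.5 and 16.9% ± 10.6 (exact permutation p = 0.929), and L5 IT cells 17.2% ± 5.22 and 17.4% ± 6.29 (exact permutation p = 0.976).

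**Figure D1:**
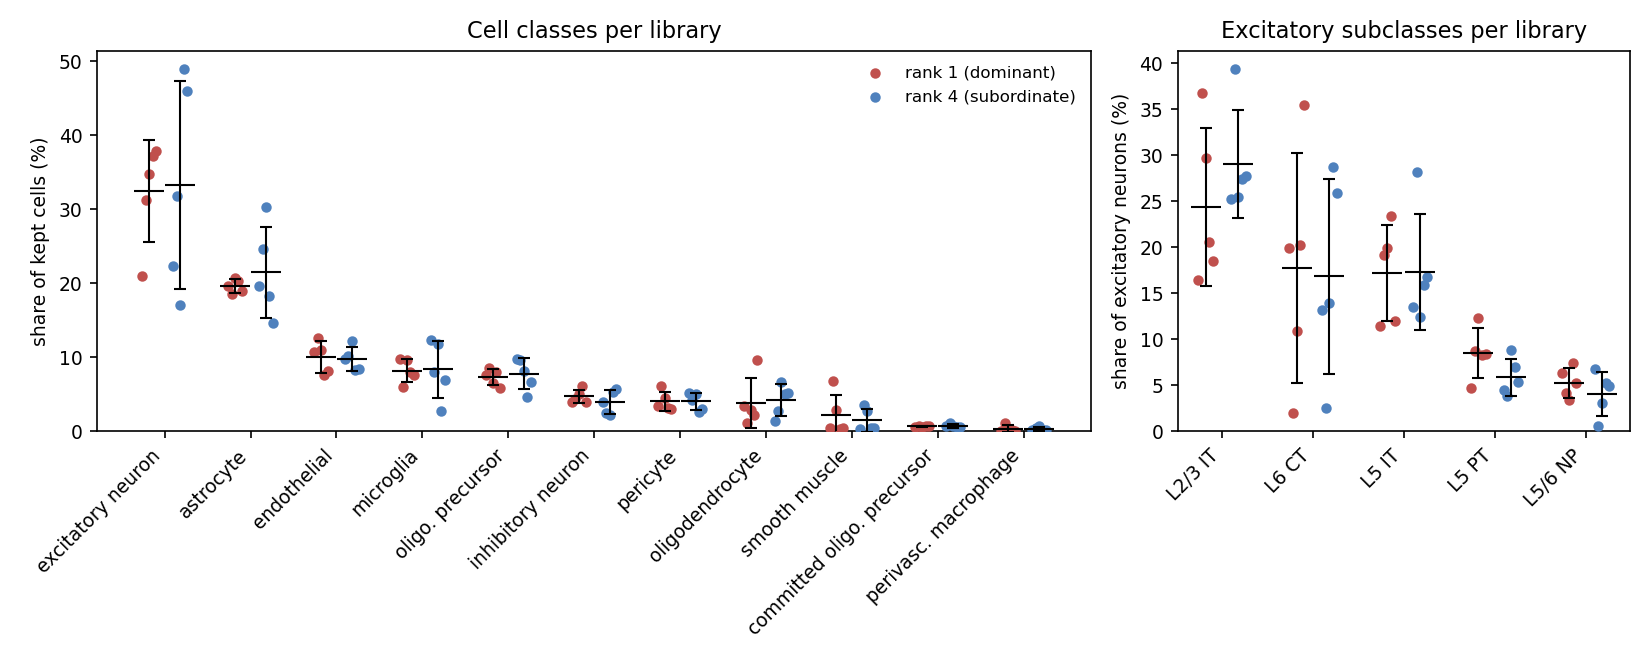
Share of kept cells in each class (%, left) and of excitatory neurons in each subclass (%, right) per library, with rank 1 libraries in red and rank 4 in blue (points) and the mean ± SD of 5 libraries (bars). The ranks overlap in every class and subclass, and the L5 PT mean is 8.52% in rank 1 against 5.91% in rank 4.

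Expression was tested in 9 classes and 5 excitatory subclasses. With the gene-list version as covariate, no gene passed an adjusted p of 0.05 in any class (61663 tests of a gene in a class, of which 1417 had an unadjusted p under 0.05) or in any subclass (40459 tests, of which 1867 did). The smallest adjusted p of edgeR's quasi-likelihood test was 0.0626, in L5/6 NP neurons. The replicate block moved these counts most, while 3 library batches as covariate gave 6 genes in the classes and 38 in the subclasses. With the block, 212 genes passed in the classes (39 higher and 173 lower in rank 1) and 225 in the subclasses (64 higher and 161 lower). By class, 80 genes passed in astrocytes, 78 in excitatory neurons, 35 in endothelial cells, 9 in smooth muscle cells, 8 in inhibitory neurons and 2 in oligodendrocyte precursors. In microglia, oligodendrocytes and pericytes 0 passed, with 495, 244 and 324 genes at an unadjusted p under 0.05. By subclass, 70 genes passed in L2/3 IT, 65 in L5 IT, 57 in L6 CT, 29 in L5/6 NP and 4 in L5 PT neurons. Leaving out single libraries from the fit with the version covariate gave 4 genes in the classes without rank 1 replicate 3 and 2 without rank 1 replicate 1. In the subclasses it gave 6 without rank 1 replicate 2, 4 without rank 1 replicate 5, 3 without rank 4 replicate 4, and 1 each without rank 1 replicate 3 and rank 4 replicate 5. With the block, lower calls outnumbered higher ones in every class and subclass with calls except smooth muscle, where 5 were higher and 4 lower. Transcripts typical of other cell classes were among the lower calls, such as the neuronal transcript Nrgn in astrocytes and endothelial cells.

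**Figure D2:**
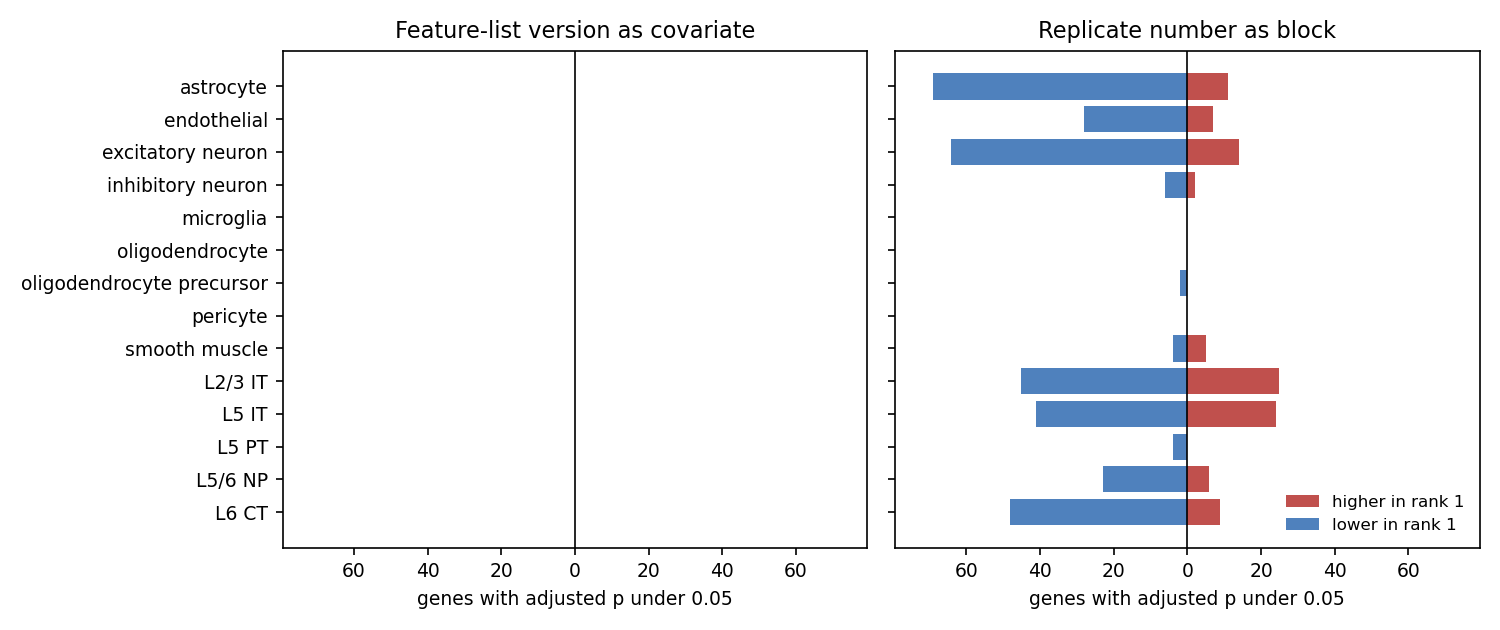
Number of genes with an adjusted p under 0.05 (horizontal axis) in each class and subclass, higher in rank 1 to the right in red and lower to the left in blue, with the gene-list version as covariate (left) and with the replicate number as block (right). The left panel is empty because 0 genes passed, and the right panel reaches 69 lower calls in astrocytes.

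Of the 5 pairs of a gene and a class with the smallest unadjusted p, 4 came from excitatory subclasses and 1 from astrocytes, and none passed with the version covariate in edgeR. The metallothionein gene Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) was lower in rank 1 in L5/6 NP neurons by a log2 fold change of -1.80 (SE 0.34, adjusted p 0.0626), in 3 of 3 pairs, on 2 to 68 counts per library. Its position overlaps the antisense gene Gm45774, so its counts are uncertain to that extent. Cyr61 (ENSMUSG00000028195, named Ccn1 in the annotation, chromosome 3, 145646976 to 145649981) was higher in L6 CT neurons by 1.43 (SE 0.28, adjusted p 0.598) in 4 of 4 pairs. The neuropeptide gene Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) was lower in L5/6 NP neurons by a log2 fold change of -1.60 (SE 0.34, adjusted p 0.222) in 3 of 3 pairs, on 2 to 58 counts. The early response gene Btg2 (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120) was higher in L6 CT neurons by 1.12 (SE 0.23, adjusted p 0.598) in 4 of 4 pairs. Btg2 was among the leading genes of an unnamed excitatory cluster of 468 cells, and Cyr61 among those of an L6 CT cluster. Neither was left out of the clustering, so which cells were named L6 CT may depend on them. Arl4d (ENSMUSG00000034936, chromosome 11, 101665541 to 101667832) was lower in astrocytes by a log2 fold change of -1.26 (SE 0.25, adjusted p 1.00) in 5 of 5 pairs, on 6 to 62 counts. With the replicate block all 5 passed, at -1.61 for Mt2 (adjusted p 0.00385), 1.38 for Cyr61 (0.000596), -1.43 for Npy (0.00385), 1.11 for Btg2 (0.000185) and -1.25 for Arl4d (0.00390). Over all alternatives the adjusted p reached 1.00 for each of them, and its lowest value was 0.000896 for Mt2, 7.28e-09 for Cyr61, 0.00150 for Npy, 5.18e-05 for Btg2 and 0.00390 for Arl4d. Single libraries decided the call for 3 of them. Mt2 passed without rank 1 replicate 2 (adjusted p 0.0191) or rank 4 replicate 4 (0.0337), Npy without the same libraries (0.0415 and 0.0456), and Cyr61 without rank 1 replicate 3 (0.0199).

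Pou3f1 (ENSMUSG00000090125) is a gene of 1 exon on chromosome 4, from 124656807 to 124660655 on the plus strand, whose first bases overlap the antisense gene Gm2164. It encodes a POU-domain transcription factor. In excitatory neurons it was counted at 19.4, 23.2, 55.8 and 44.7 CPM in rank 1 replicates 2 to 5 and at 7.83, 22.9, 49.1 and 40.2 CPM in rank 4 replicates 2 to 5. Replicate 1 had 12.9 CPM in rank 4 and slightly more in rank 1. These values rest on 17 to 498 counts per library. Libraries of replicates 4 and 5 were higher than those of replicates 1 to 3 in both ranks. The log2 fold change was 0.25 (SE 0.23), which did not pass in edgeR (unadjusted p 0.310, adjusted p 1.00). It was higher in rank 1 in 5 of 5 pairs, by less than 1 CPM in replicates 1 and 3. With the block the change was 0.23 (SE 0.13, adjusted p 0.497). It was 0.34 within replicates 1 to 3 and 0.18 within replicates 4 and 5. Leaving out rank 4 replicate 3 moved it most, to 0.42, and the looser mitochondrial limit took it to 0.14. L5 PT neurons held from 17 of 66 Pou3f1 counts in rank 4 replicate 1 to 47 of 50 in rank 1 replicate 3. Their share of excitatory neurons was also higher in rank 1 in 5 of 5 pairs. The summed value therefore does not separate expression per neuron from the share of L5 PT neurons.

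Of the subclasses, L2/3 IT and L5 PT neurons had enough Pou3f1 counts to be tested under the main settings. Without a filter on low counts its log2 fold change was -0.61 in L5 IT, -0.68 in L6 CT and -0.01 (SE 1.19) in L5/6 NP neurons. Within replicates 4 and 5 it was -0.72 in L5 IT and -0.85 in L6 CT neurons. At the mitochondrial limit of 30% it was -0.52 in L5 IT neurons, and none of these passed. In L5 PT neurons, whose leading genes included Pou3f1 although it took no part in the clustering, libraries ranged from 79.0 to 426 CPM. The log2 fold change there was 0.14 (SE 0.20, adjusted p 1.00 in edgeR), higher in rank 1 in 3 of 5 pairs, and turned to -0.24 under the stricter cell filter and -0.01 with at least 50 cells per library. Both of these fits held only 3 rank 4 libraries. In L2/3 IT neurons the change went the other way, at -0.97 (SE 0.38, unadjusted p 0.0203, adjusted p 0.844 in edgeR), lower in rank 1 in 4 of 5 pairs. The counts behind this value were 0 to 67 per library, and rank 1 replicate 3 had 0. With the block it was -0.89 (adjusted p 0.189, the lowest of its alternatives, which reached 1.00). Of the 4290 cells named L2/3 IT, 2568 came from the cluster of low UMI totals described above. Its part in this change was not tested. The change in L2/3 IT neurons was not shown to differ from that in L5 PT neurons (difference -1.58, two-sided exact permutation p = 0.0873, n = 5 per rank).

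**Figure D3:**
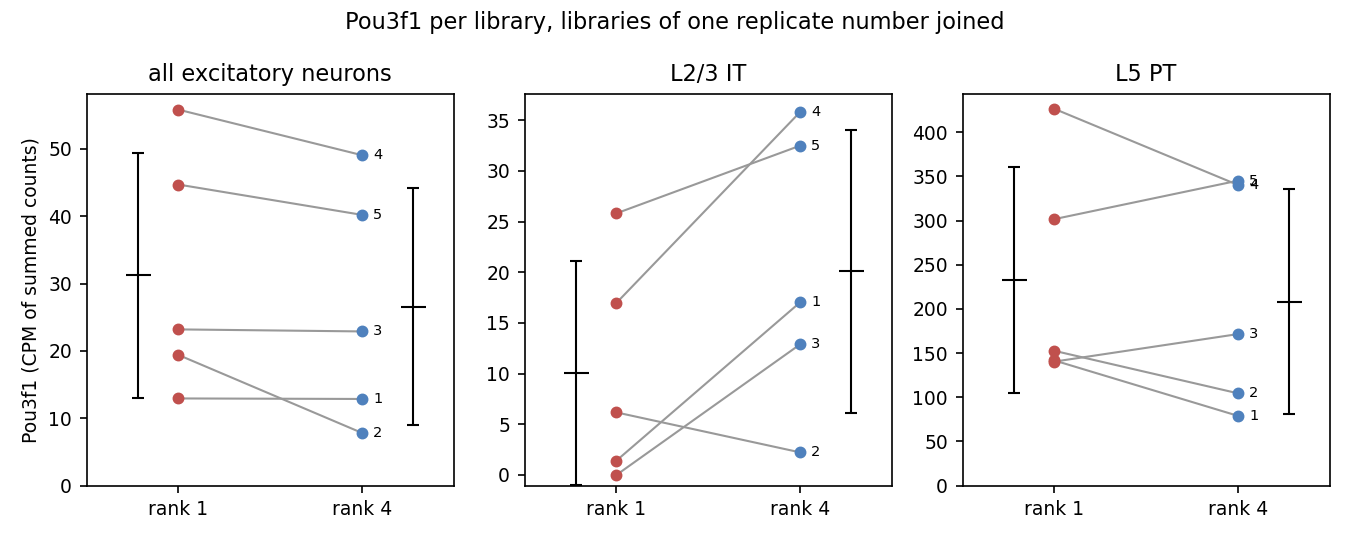
Pou3f1 in CPM (vertical axes, different scales) of the summed counts per library in all excitatory neurons, L2/3 IT and L5 PT neurons, rank 1 against rank 4, with lines joining the libraries of 1 replicate number (numbered at the right) and bars for the mean ± SD of 5 libraries. In excitatory neurons the lines lie between 7.83 and 55.8 CPM and separate by replicate number more than by rank.

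Among members of the fixed lists, 5 tests of a gene in a class passed when adjusted over the list alone, against 0 over all genes and 22 at an unadjusted p under 0.05. Each of the 5 went the same way in 5 of 5 pairs. In excitatory neurons Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) changed by a log2 fold change of -0.51 (SE 0.15) and Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) by -0.53 (SE 0.17), each with an adjusted p over the list alone of 0.0366 in edgeR. Btg2 was higher there with the same value of 0.0366. In endothelial cells Egr4 (ENSMUSG00000071341, chromosome 6, 85511121 to 85513589) changed by -0.95 (SE 0.28, 0.0460 over the list alone), on 2 to 42 counts per library. Egr4 also led an excitatory cluster, and excitatory neuron markers fell in endothelial cells by a median of -0.51 with the block. Neuronal RNA in these sums is therefore not excluded as its source. In astrocytes Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727, overlapped by an unnamed transcript on the other strand) changed by -0.95 (SE 0.27, 0.0347 over the list alone). With the replicate block 45 tests passed over the list alone and 12 over all genes. These 12 included Btg2 at 0.73 (adjusted p 0.0233), Nr4a1 at -0.54 (0.0323) and Egr1 at -0.54 (0.0342) in excitatory neurons, while Egr4 (0.132) and Cdkn1a in astrocytes (0.0603) stayed short of the threshold over all genes.

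As whole lists, 7 of 31 pairs of a list and a class passed with camera. None of the 7 held under fry or an estimated inter-gene correlation, which gave 0 calls each, and this was the alternative that moved the count most. The calls therefore rest on the preset correlation. The glucocorticoid list was lower in rank 1 in astrocytes (median log2 fold change -0.31, with 0 of 9 genes higher, adjusted p 0.00290), excitatory neurons (-0.23, 0 of 10 genes higher, 0.00434), oligodendrocyte precursors (-0.29, 0 of 8, 0.0227) and oligodendrocytes (-0.38, 0 of 6, 0.0237). The heat shock list was lower in astrocytes (-0.29, 1 of 8 genes higher, 0.0457), and its genes Hspa1a and Hspa1b are near-identical, so their counts are uncertain. The immediate early gene list was lower in excitatory neurons (-0.24, 3 of 12 genes higher, 0.0413) and higher in smooth muscle cells (0.33, 8 of 8 genes higher, 0.0237). With the replicate block the immediate early gene call in excitatory neurons was lost (-0.22, adjusted p 0.0505). The lists of projection neuron transcription factors in excitatory neurons (0.10, adjusted p 0.338), myelin genes in oligodendrocytes (-0.05, 0.900) and receptors in both neuron classes (0.913) did not pass.

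The glucocorticoid calls in astrocytes and excitatory neurons held in all 10 fits that each left out 1 library. The call in oligodendrocytes was lost without rank 1 replicate 1 (adjusted p 0.194) or rank 4 replicate 3 (0.159), and that in oligodendrocyte precursors without rank 1 replicate 1 (0.0633), 2 (0.0531) or 4 (0.169). The heat shock call was lost in 6 of these fits, with the highest adjusted p of 0.291 without rank 1 replicate 4. The immediate early gene calls were lost in 5 of 10 fits in excitatory neurons, up to 0.479 without rank 4 replicate 2, and in 5 of 8 in smooth muscle cells, up to 0.263 without rank 1 replicate 5. The number of calls was 3 without rank 1 replicate 1, and 4 without rank 4 replicate 2 or 3. Averaged over 8 classes per library, the glucocorticoid list differed by -0.30 between the ranks (two-sided exact permutation p = 0.349, n = 5 per rank), lower in rank 1 in 4 of 5 pairs. The heat shock list differed by -0.21 (exact permutation p = 0.468) and the immediate early gene list by -0.19 (exact permutation p = 0.381).

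**Figure D4:**
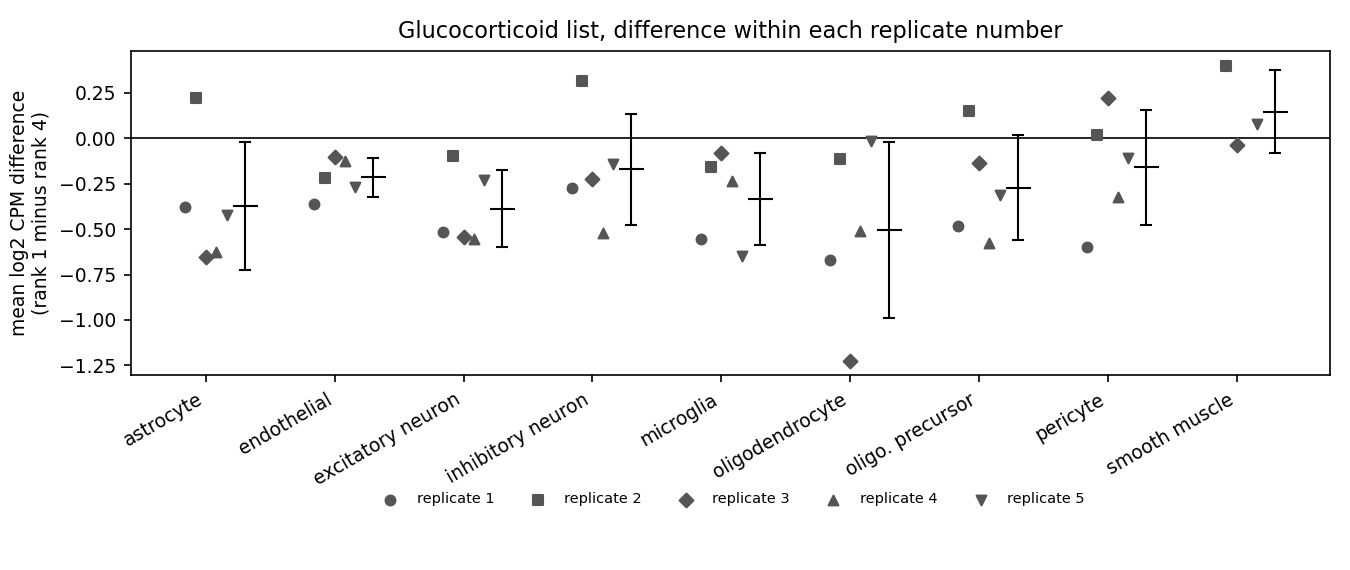
Difference in mean log2 CPM of the glucocorticoid list between the rank 1 and rank 4 library of each replicate number (vertical axis), by class, with a symbol per replicate number and bars for the mean ± SD over the pairs. In excitatory neurons all 5 pairs are below 0, and in astrocytes the replicate 2 pair is above 0.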

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

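The test of the library batch behind the unnamed cells was chosen only after the result was seen. The looser mitochondrial limit, used below to test the shares of barcodes kept, was also set only after the data were seen. The other tests here were chosen before. A library was looked at more closely where its gap to the nearest library of its rank, divided by the range of that rank, was past Dixon's 95% critical value. This was so in 15 of 80 groups, of which about 4 are due by chance, and 8 of the 15 concern rank 4 replicate 1.

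Rank 4 replicate 1 stood apart from the other rank 4 libraries in the median number of UMIs per deposited barcode, with 2250 UMIs and a gap over range of 0.786. Its lowest barcode had 1037 UMIs, against 500 in the other rank 4 libraries. With barcodes under 1037 UMIs left out everywhere, the gap over range was 0.479, so a higher minimum at cell calling may account for the distance. The same library stood apart in UMIs per kept cell (median 2665, gap over range 0.776) and in genes per kept cell (1443, 0.860), which were not tested separately. No biological explanation was tested.

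Rank 4 replicate 1 also kept 46.6% of its barcodes, the lowest share of its rank (gap over range 0.732), as 51.3% of them were over the mitochondrial limit. Rank 1 replicate 4 kept 58.0% (gap over range 0.860), with 28.2% over the limit, and had the highest median number of genes per kept cell in its rank (1496, 0.730). With the mitochondrial limit at 30% neither was far below its rank. Rank 4 replicate 1 then kept 88.9%, the highest share of its rank and the one behind the largest gap over range there, 0.547. Rank 1 replicate 4 kept 76.8%, still the lowest but near the next library with 80.7%, and the largest gap over range in rank 1, 0.453, was that of replicate 1 at the upper end. The limit may therefore account for both low shares. Why these libraries had more mitochondrial RNA was not tested.

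Cells in unnamed clusters made up 19.3% of rank 1 replicate 1 (gap over range 0.740) and 14.2% of rank 4 replicate 1 (0.864). The replicate 1 library was the highest in 2 of 2 ranks, but this only restates why these libraries were singled out, so a library batch cannot be told apart from other causes. A social rank effect would separate the ranks, and the unnamed share was not shown to differ between them.

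Rank 4 replicate 1 held 1118 Oxt UMIs (38.2 CPM, gap over range 0.984) and 1451 Avp UMIs (49.6 CPM, 0.987). These transcripts of hypothalamic neurons, which no comparison used, had at most 5 and 11 UMIs in each of the other libraries. In this library Oxt was found in every class with at least 20 cells, the lowest being 14.8 CPM in inhibitory neurons, and it reached 299 CPM in the largest unnamed cluster, whose leading genes were Oxt and Avp. Avp had 0 UMIs in its 69 oligodendrocytes. A spread over all classes is what free RNA in the suspension could give. The 17 barcodes with at least 10 UMIs of Oxt and Avp held 2 UMIs of Sim1 and Otp, transcription factors of the neurons making them, which is too few to decide whether such cells were captured. A list of 10 other hypothalamic transcripts reached 27.4 CPM in this library against 13.2 in the next, a ratio of 2.08 that missed the 3-fold limit set in advance. Of these 10 genes, 3 (Hcrt, Pomc and Trh) were counted in every library. Seen only afterwards, its members Pmch (280 UMIs against at most 33 elsewhere) and Hcrt (118 against 19) were highest in this library, which also held 18 UMIs of Sim1 and 46 of Otp over all its barcodes, against at most 1 of each elsewhere. These counts go in the direction of hypothalamic material in this library. Whether it was tissue taken with the punch cannot be told apart from RNA of another suspension, as the test set in advance was missed and these values were known before they were compared.

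Xist, the transcript of an inactive X chromosome, had 65 UMIs (2.22 CPM) in the same library, with a gap over range of 0.714 in rank 4, although all mice were male per the labels. The other libraries had at most 8 UMIs. No explanation for it was tested.

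In 4 cases a cell share of 1 library stood apart. Rank 1 replicate 5 had 9.62% oligodendrocytes (exact 95% interval 8.96% to 10.3%; gap over range 0.734), against 3.40% in the nearest library. Rank 1 replicate 2 had 1.19% perivascular macrophages (0.755% to 1.78%; 0.762), against 0.346%. Of the excitatory neurons of rank 4 replicate 2, 39.4% were L2/3 IT (35.3% to 43.7%; 0.826), against 27.7%, and 28.2% were L5 IT (24.4% to 32.2%; 0.729), against 16.7%. The intervals of 0 of the 4 reached the value of the nearest library, but they leave out that library's own counting error and the spread between libraries, so a contribution of counting error cannot be told apart from other sources. Differences in the position of the punch or in the survival of cells were not tested, and neither was a biological difference between the pooled mice.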

How the results depend on the processing

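The alternatives chosen only after the data were seen were the 3 library batches as covariate, the mitochondrial limit of 30%, clustering without scaling within libraries, the block combined with fry or an estimated correlation, and for the number of cells the block and leaving out libraries. Of the main results under their alternatives, 113 values kept their direction and side of the threshold or stayed within 1.5 times, and 26 counts moved. Of the single classes, genes and lists, 593 values did not change, 53 reversed, 24 passed the threshold newly, 50 no longer passed, and 1 share moved beyond the spread of its libraries.

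The count of genes in the classes, 0 with the version covariate, was 1 with DESeq2, 35 without a filter on low counts, 6 with 3 library batches, 5 under the stricter cell filter, which left 7 of the 9 classes testable, and 7 within replicates 4 and 5, which left 8. In the subclasses it was 72 without a filter on low counts, 38 with 3 library batches, 6 with at least 50 cells per library, 1 at the mitochondrial limit of 30% and 1 within replicates 4 and 5. Across the 10 fits that each left out 1 library it ranged from 0 to 4 in the classes and from 0 to 6 in the subclasses. The cause was not tested. The counts stayed at 0 with RLE factors, a minimum count of 50, no covariate, doublets kept, and within replicates 1 to 3.

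With the replicate number as block the counts rose from 0 to 212 genes in the classes and to 225 in the subclasses. The block removes the difference between pairs of libraries, and on simulated data it recovered more of the changed genes, but in excitatory neurons 19 of its 200 calls were unchanged genes, against 8 of 157 with the version covariate, while in astrocytes the values were 10 of 190 and 5 of 69. The batches seen in the data number 3, and a covariate for them gave only 6 and 38 genes. The replicate block took all 5 genes with the smallest p past the threshold and 3 of the named list genes in excitatory neurons (Btg2, Nr4a1 and Egr1), and it took the immediate early gene list in excitatory neurons to an adjusted p of 0.0505, so that 6 and not 7 lists passed. Over all members of the fixed lists it took the tests passing over all genes from 0 to 12 and those passing over the list alone from 5 to 45. Among the whole lists, the shares and the other named genes it changed no other call. The smallest p that an exact test within 5 pairs can give is 0.0625, so no share and no depth value could pass with it. The difference in kept cells stayed at -2262 (block p 0.250, exact permutation) and ranged from -3281 to -531.6 when 1 library was left out.

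The list calls numbered 0 under fry, 0 with an estimated correlation, 0 with the block and fry, and 0 with the block and an estimated correlation. They were 8 with 3 library batches and 7 without a covariate, and ranged from 3 to 10 when 1 library was left out. The cause was not tested beyond the correlation each method assumes.

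The number of shares that passed was 0 under every alternative, for classes and for subclasses, and also when 1 library was left out. A single class could not have passed even in the main test, given its smallest possible exact permutation p of 0.00794 and adjustment over 11 classes. With 1 library left out, a single subclass could not have passed either. The counts under those settings are therefore no sign of stability. Directions of small differences changed, given here in percentage points. The stricter cell filter reversed the shares of astrocytes (4.09), oligodendrocytes (0.277) and perivascular macrophages (-0.0582). Without a cell filter those of endothelial cells (-0.593), microglia (0.231), oligodendrocytes (0.155), pericytes (-0.419) and L5 IT neurons (0.515) reversed. With doublets kept that of pericytes (-0.0275) did. At the mitochondrial limit of 30% excitatory neurons (0.130), microglia (0.149) and L5 IT neurons (0.163) reversed. At resolution 0.5 this held for astrocytes (0.623) and L2/3 IT (1.65), and at resolution 2 for pericytes (-0.00271), L2/3 IT (1.42) and L5 IT (1.70). Microglia also reversed without scaling within libraries (0.0506) and as a share of cells other than the most numerous class (0.134). As log2 ratios to the geometric mean, excitatory neurons (0.0523), microglia (0.13) and perivascular macrophages (-0.25) reversed. The cause was not tested. None of these passed a threshold before or after.

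Across the fits that each left out 1 library, the share differences ranged from -3.56 to 0.381 in astrocytes, -0.132 to 0.0266 in committed oligodendrocyte precursors, -0.391 to 0.871 in endothelial cells, -4.83 to 3.13 in excitatory neurons, -1.56 to 0.831 in microglia, -1.84 to 0.284 in oligodendrocytes, -0.511 to 0.299 in pericytes, -0.185 to 0.113 in perivascular macrophages, -0.477 to 1.19 in smooth muscle cells, -1.73 to 2.52 in L5 IT and -3.57 to 4.81 in L6 CT neurons. The L5 PT difference kept its sign, from 1.65 to 3.56.

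Pou3f1 in excitatory neurons stayed above 0 and short of the threshold under all alternatives, from 0.14 at the mitochondrial limit of 30% to 0.34 within replicates 1 to 3, and from 0.12 to 0.42 when 1 library was left out. In L5 PT neurons it reversed to -0.24 under the stricter cell filter and to -0.0103 with at least 50 cells per library. Both fits held only 3 rank 4 libraries. The limit of 50 cells left out rank 4 replicates 1 and 2, the lowest of their rank at 79.0 and 104.5 CPM, and rank 1 replicate 1. The reversal there goes with the loss of these libraries, and other causes were not tested. Counts of 0 to 67 per library limit what can be said of Pou3f1 in L2/3 IT neurons, and counts of 2 to 68 limit Mt2 in L5/6 NP neurons.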

Other observations

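The tests of the metallothionein genes, of free RNA in excitatory neurons and in astrocytes, of the stress of dissociation, of the number of barcodes, and of the differences between subclasses and between classes were chosen only after the result was seen.

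With the version covariate the real grouping gave 0 genes. All 48 of 48 drawn splits, the real one among them, therefore gave at least as many by construction, in classes and in subclasses. This comparison cannot bear on a chance arrangement of ranks. At least 1 gene was found in 8 of these splits in the classes and in 8 in the subclasses. The split with the most genes, 5464 in the classes, kept 4 of the 5 pairs together and followed the library batches. The 6 splits that parted all 5 pairs, the real one among them, gave 0 genes, in the classes and in the subclasses. With the block, 1 of the 16 swaps of rank within pairs, the real one, gave as many genes (437 in all), followed by 299 in the next and a median of 11 in the others. With 5 pairs this share cannot go under 1 in 16, so the blocked counts and a chance arrangement of ranks cannot be told apart at 0.05.

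Genes passing with the block in several of the 14 classes and subclasses, looked up after their values were seen, were mostly lower in rank 1. Mt3 was called in 8 (log2 fold change -1.03 to -0.69), Nrgn in 8 (-1.19 to -0.52), Mt1 in 7 (-1.12 to -0.52) and Apoe in 5 (-1.09 to -0.70). Atp5e, Dbi, Ndrg2, Npy, Rpl38 and Rps28 were also called lower in 5 each. Gm47423 was higher in 5 (1.03 to 1.60), and as it lies antisense within Ntrk2 its counts are uncertain.

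Neuronal transcripts were lower in rank 1 in non-neuronal classes. Of the genes called lower with the block, 73.9% in astrocytes and 71.4% in endothelial cells were at least 4-fold higher in neurons, against 9.59% and 9.95% of all genes tested there. Free neuronal RNA would lower the excitatory neuron markers in other classes too. In microglia, oligodendrocytes and pericytes, where no gene was called with the block, their median change with the block was between -0.68 and -0.22 in each. Less free neuronal RNA in the rank 1 libraries is therefore a candidate explanation for the neuron-enriched calls. It does not cover the remaining lower calls, or the 11 genes called higher in astrocytes and the 7 in endothelial cells. Astrocyte markers were also lower in rank 1 outside astrocytes, with medians from -0.68 in endothelial cells to -0.20 in oligodendrocytes. The median was -0.44 in excitatory neurons, and oligodendrocyte precursors were the exception at 0.01. The fall in transcripts of other classes was therefore not limited to neuronal ones. The pairs with more deposited barcodes in rank 4 were those with lower excitatory neuron markers in rank 1, the direction matching in 5 of 5 pairs. Whether the number of barcodes is the source stays open, as 5 matching signs among 5 pairs can arise by chance and the marker levels were already known. A biological effect of rank on the amount of free RNA was not tested.

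The glucocorticoid list was lower in rank 1 in 4 classes by camera. Its mean over 8 classes gave an exact permutation p of 0.349 over free groupings, which ignore the library batches, and of 0.125 within the pairs (smallest possible 0.0625). Groupings unrelated to rank are therefore not excluded. Of 100 drawn splits, the real one among them, 30 gave at least 7 list calls of any kind and 6 gave at least 4 glucocorticoid calls. Of the 12 that parted all 5 pairs, only the real one gave as many list calls. With the block, 3 of 16 swaps within pairs gave as many. Several technical sources were tested. Without Mt1 and Mt2 the larger camera p of astrocytes and excitatory neurons was 0.00287, which argues against the 2 metallothionein genes alone. With sums thinned to the lowest library the astrocyte p was 0.000300, which argues against library size. The 5 list genes at least as abundant in astrocytes as in all classes together, astrocytes included, fell there (Per1 qualified narrowly, at 69.9 against 65.6 CPM). Their median was -0.41 with the block, against -0.21 with the block for the other 4. This argues against free RNA mixed like all classes together as the whole cause in astrocytes. A single other class may hold more of these transcripts, so free RNA from 1 class stays open. In excitatory neurons the change of Mt1 and Mt2 lay below that of the astrocyte markers in 4 of 5 pairs, in 1 of which (replicate 2) both were above 0, with a mean difference of -0.33 ± 0.43 (SD over 5 pairs), which leaves free astrocyte RNA open. The heat shock list moved the same way (-0.21), so stress during dissociation might contribute, and stress and glucocorticoid signalling in the animal cannot be told apart as these genes respond to both. Rank 1 had more deposited barcodes than rank 4 only in the replicate 2 pair. Only in that pair was the glucocorticoid mean over 8 classes higher in rank 1 (0.01), as was its astrocyte value (0.22). In excitatory neurons that pair was lower in rank 1 (-0.10). The number of barcodes was not tested as a source here and stays open. A lower glucocorticoid response in rank 1 mice also stays among the open explanations.

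Effects that seemed to differ between cell groups were tested as differences. Pou3f1 was lower in L2/3 IT and not in L5 PT neurons of rank 1, with an exact permutation p of 0.0873 for the difference (smallest possible 0.00794). The immediate early gene list was higher in smooth muscle and lower in excitatory neurons, with an exact permutation p of 0.0571 (smallest possible 0.0286, 4 libraries per rank). Neither was shown to differ.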
